A study of Arabidopsis thaliana with 18 samples.

How the data were processed

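RNA from young Arabidopsis thaliana seedlings, grown for 5 days in the dark, was sequenced with Illumina libraries, per the labels' protocols. The 18 samples formed 6 groups of 3, and each was assigned to its group from the genotype and condition in its labels. Only the comparison of bri1-701 with Col-0 in the dark without PPZ, 6 of the samples, had a table used here. The 12 samples grown with 2 µM PPZ were not analysed here.

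The authors deposited 1 comparison table with an FPKM value per gene and group, per the file headers, in which the replicates of a group were represented by 1 pooled value. The column layout is that of a Cuffdiff gene table. The program and its version, the aligner, the genome build, the annotation, the filters and the use of strand are not stated in the headers or the labels. The deposited log2 fold change was the log2 of the bri1-701 value over the Col-0 value, with no pseudocount. The deposited test statistic is a score per gene and was not used for any comparison. The deposited p-value and q-value are the authors' own, and the q-value equalled the Benjamini-Hochberg adjustment over the tested entries to within 5.25e-07. How the p-values were computed, and from how many libraries, is not stated, so they were taken as given. Since the pooled columns carry no library, no standard deviation, replicate test, leave-one-out fit, replicate block or other split of samples could be computed. The design written before the data were examined had a branch for library values and a branch for group values with the authors' test, and the second was used. The main threshold was a deposited q-value under 0.05.

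The table had 31918 entries. Of these, 19185 were marked as tested, 12731 as not tested and 2 as having too much data. There were 30137 entries with 1 gene code, 1676 with 2 or more codes and 105 with none. The values of entries with several codes describe the merged locus, which applied to DWF1, DWF5, BIN2, LHCB4.1, PSBP1, SWI3A and BRIP1 in the fixed lists and to MPK3, HSP90.1, HSP17.8-like and HSP18.2 in the later lists. BKI1 had 2 entries, and the higher was used. A locus was shared with another entry in 6521 cases, with up to 13 entries at a locus. Of 33553 gene codes, 32806 (97.8%) were found in the reference gene table of TAIR10.1. The loci overlapped the annotated gene of their code in 99.997% of nuclear cases, but only 43.5% of 23734 single-gene entries with their own locus had the same start as the annotation and 43.1% the same end, so the authors' gene models differ from those of TAIR10.1. Gene coordinates are given from TAIR10.1 only, 1-based, and no coordinates were converted.

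Depth per sample was not given and FPKM does not preserve it, so no confidence interval or detection limit was computed. The step of the lowest values gave only the scale stated with the results. Values near 0 rest on few fragments and are the least precise.

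Gene lists were compared by the median log2 ratio of tested members with a mean of at least 1 FPKM. The percentile was taken among 10000 random lists of the same size, each member drawn from the 100 entries nearest in mean FPKM, with limits of 2.5 and 97.5. The background held 17945 entries. Counts of members past the threshold were taken from the deposited q-value over all tested entries and from the Benjamini-Hochberg adjustment over the list alone. The trend of the log2 ratio on GC content, exon length and mean FPKM was removed by lowess with a span of 0.3 in 2 passes, with GC content and length known for 99.6% of the background. Across these genes, which are not independent replicates, the Spearman correlation of the log2 ratio was 0.06 with GC content, -0.06 with exon length and 0.15 with mean FPKM.

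The genes named in the text were the 5 with the largest rise and the 5 with the largest fall in log2 ratio among those past the threshold with at least 1 FPKM in both groups, plus BRI1 and members of the 6 fixed lists. There were 5533 entries eligible for the first part. The 6 lists were brassinosteroid biosynthesis, brassinosteroid signalling, elongation growth, photosynthesis and light, SWI/SNF remodellers and reference genes. A further 4 lists, for early stimulus, late cold and drought, heat shock and seed storage genes, were written after the genes with the largest changes had been seen, without those genes, and before the values of their members were read.

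The alternatives were other q-value thresholds, a 2-fold minimum, a Bonferroni adjustment, minimum levels of 1 and 5 FPKM, centring on the median of expressed genes, pseudocounts of 1 and 0.1, the mean in place of the median, and unmatched random lists. Trend removal, restriction to entries with 1 code or an unshared locus, and omission of near-identical copies were added after seeing the data.

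The statistical steps were tested on simulated data for 19128 entries. The adjustment recovered 98.0% of 200 changed genes, with 3.92% of calls false. Each of 40 simulated lists of 20 genes was tested with and without a shift. With it, 100% lay past the upper limit, and without it, 2.5% lay past either limit. The simulated changes and shifts were larger than most differences in the data, so these shares do not give the power for smaller ones. A simulated correlation with level of 0.73 became -0.0037 after trend removal. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.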

Results

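Gene expression was measured by RNA sequencing in young seedlings of Arabidopsis thaliana grown for 5 days in the dark. The series comprised 18 samples in 6 groups of 3. Col-0, the standard wild-type accession, and bri1-701, a line named as an allele of the brassinosteroid receptor gene BRI1, were grown in darkness without an added compound. The other 4 groups, 12 samples of Col-0, bzr1-1D, brm and the bzr1-1D brm double mutant, were grown with 2 µM PPZ and were not analysed here. Brassinosteroids are plant steroid hormones, BZR1 is a transcription factor of their signalling pathway, and BRM is an ATPase of SWI/SNF chromatin remodelling complexes. The series as a whole addressed how BRM affects brassinosteroid-regulated expression, and the comparison analysed here asked which transcripts differed between dark-grown bri1-701 and Col-0.

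The data were 1 table with a single FPKM value (sequenced fragments normalised for transcript length and library size) per gene and group. There were no replicate values, so no spread between replicates could be given, and the p-values and q-values below are the authors' own. The table had 31918 entries, of which 19185 (60.1%) had been tested. Of the untested entries, 9326 were at 0 in both groups. The median FPKM of the tested entries was 14.3 in Col-0 and 14.4 in bri1-701, and 17998 and 17929 entries reached 1 FPKM. Sequencing depth was not given. Values of intronless genes at or below a small fixed cut on FPKM times length were left out. The lowest of the rest corresponded to 0.0165 FPKM for a 1-kilobase gene in Col-0 and 0.0186 in bri1-701. If these steps were 1 fragment in 1 of 3 pooled libraries, 1 FPKM over 1 kilobase would correspond to about 61 and 54 fragments over the 3 libraries. This is a scale under that assumption, not a measured depth.

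BRI1 (AT4G39400) was examined first, since the mutant is named for it. It lies on chromosome 4 at 18324457 to 18328831 on the plus strand in TAIR10.1, as a protein-coding gene with 1 exon. In the authors' deposited table, BRI1 was at 62.7 FPKM in Col-0 and 18.1 FPKM in bri1-701, a log2 ratio of -1.79 with a q-value of 0.000325. The bri1-701 value was 28.9% of the Col-0 value.

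Across all tested entries, the authors' deposited table gave 6067 (31.6%) with a q-value under 0.05, 3351 higher and 2716 lower in bri1-701. The alternative that moved this count most, apart from a Bonferroni adjustment that no entry could pass, was to ask for a 2-fold difference as well, which left 1768 entries, 864 higher and 904 lower. Most differences were modest. The median absolute log2 ratio of the 6067 entries was 0.71, and the 10th and 90th percentiles were 0.38 and 1.67. At least 4-fold differences were found for 189 higher and 222 lower entries. The smallest p-value in the authors' deposited table, 5e-05, was shared by 2952 entries, 48.7% of those past the threshold, so the q-value did not rank them. Over 18375 expressed entries the median log2 ratio was 0.02, with quartiles of -0.25 and 0.30.

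The share of entries past the threshold and its direction varied with expression level. Among entries with a mean of 1 to 5 FPKM, 26.4% passed in the authors' deposited table and 41.3% of those were higher in bri1-701. At 100 FPKM or more, 58.4% passed and 72.5% of those were higher. The share also varied with position. Of the tested entries, 5461 shared their locus with another entry, and 21.2% of these passed, against 35.8% of the 13724 entries with a locus of their own. The share was lower at shared loci in each of 10 groups of entries formed by mean FPKM, from 5.24% against 25.4% in the lowest group to 50.7% against 57.9% in the highest.

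**Figure D1:**
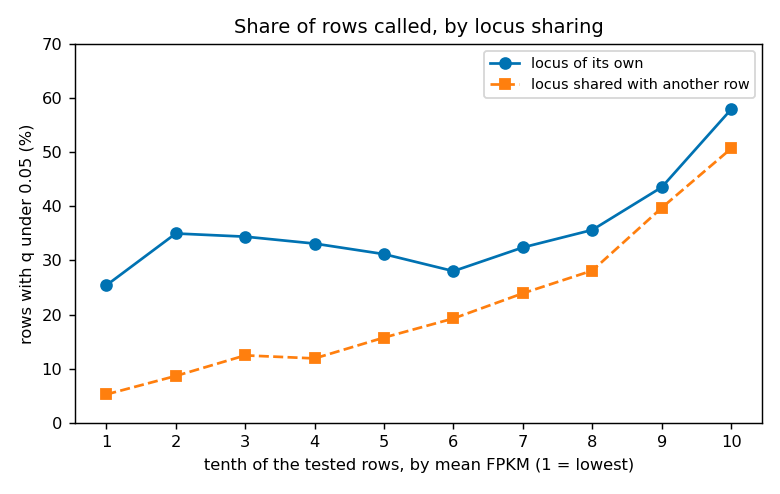
Percentage of tested entries with a q-value under 0.05 in the authors' deposited table (vertical axis) in each of 10 groups by mean FPKM (horizontal axis, lowest to highest), for entries with a locus of their own (circles) and entries at a shared locus (squares). The squares lie under the circles in all 10 groups, with 5.24% against 25.4% in the lowest.

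The genes named for the size of their change were the 5 largest rises and 5 largest falls among entries past the threshold with at least 1 FPKM in both groups. The largest rise was in DIC2 (AT4G24570, chromosome 4, 12686459 to 12687650 in TAIR10.1, protein coding, 1 exon). It rose from 4.24 FPKM in Col-0 to 102 FPKM in bri1-701, a log2 ratio of 4.59 in the authors' deposited table. AT2G17850, CML38, AT5G17350 and WRKY40 followed, with log2 ratios of 4.20, 4.15, 4.08 and 4.01 in the authors' deposited table. WRKY40 overlaps an antisense gene in the annotation, and the table was not stated to use strand. DIC2, AT2G17850 and WRKY40 shared their loci with another entry. The largest fall, a log2 ratio of -4.91 in the authors' deposited table, was listed for AT3G04184, from 61.6 to 2.04 FPKM. This gene spans only 162 bp in TAIR10.1 (chromosome 3, 1100085 to 1100246), while the deposited locus was far wider and held other annotated genes, so the value cannot be assigned to that gene with certainty. IAA19, PRP2, FLA13 and WAG2 followed, with log2 ratios of -4.38, -4.21, -4.06 and -4.06 in the authors' deposited table, each at a locus of its own.

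**Figure D2:**
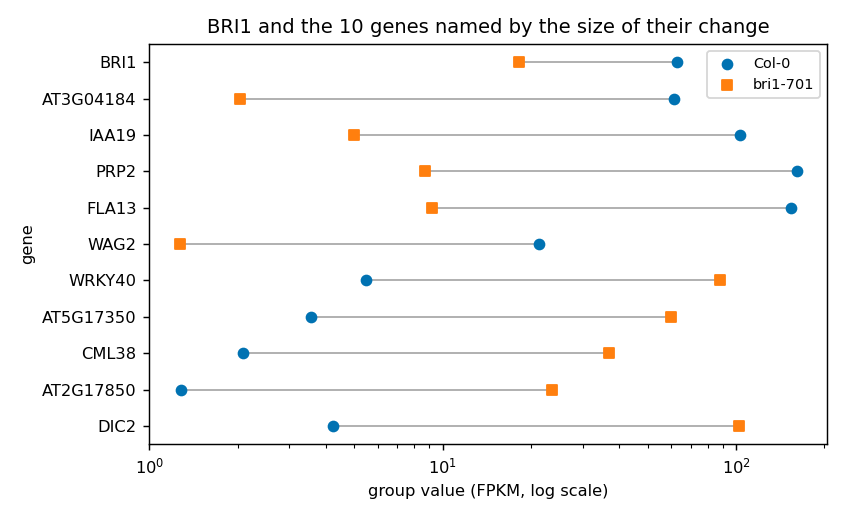
FPKM in Col-0 (circles) and bri1-701 (squares) on a log axis for BRI1 and the 10 genes named for the size of their change, each pair joined by a line. BRI1 went from 62.7 to 18.1 FPKM and DIC2 from 4.24 to 102 FPKM.

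The 6 gene lists, fixed before the data were examined, asked whether sets of related genes differed together. Each median log2 ratio was placed among the medians of 10000 random lists matched on mean expression, as a description of these pooled values. The elongation growth list, of selected expansin (EXPA), xyloglucan endotransglucosylase (XTH), PRE and SAUR genes with ARL and IAA19, had the lowest median, -1.63 over 17 tested members, below all random lists (percentile 0). Of the 17, 14 passed the threshold in the authors' deposited table, 12 lower and 2 higher, and the count adjusted over the list alone was also 14. The list does not stand for whole families, which were examined after the data were seen. The 16 tested EXPA genes in single-gene entries with a mean of at least 1 FPKM had a median of -0.55 (percentile 0), and 12 passed in the authors' deposited table, 2 higher and 10 lower. The 24 such XTH genes went both ways, from -2.83 to 2.85, and 22 passed in the authors' deposited table, 9 higher and 13 lower. Their median was -0.48 (percentile 0). The alternative that moved the list's median most was to remove the trend on GC content, exon length and level, which gave -1.87. PRE1 fell from 17.5 to 0.611 FPKM, a log2 ratio of -4.84, and EXPA8 from 82.7 to 8.45 FPKM, a log2 ratio of -3.29, in the authors' deposited table. PRE3 and XTH22 rose, by log2 ratios of 1.84 and 0.67 in the authors' deposited table. SAUR15 had the lowest log2 ratio of the list, -5.06, with a q-value of 0.128 in the authors' deposited table, so it did not pass. Its bri1-701 value was 0.248 FPKM.

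The photosynthesis and light list had a median of 0.75 over 26 members, at percentile 99.99, where the matched random lists had a median of 0.24. A q-value under 0.05 in the authors' deposited table was found for 24 members, all higher in bri1-701, and 24 also passed when adjusted over the list alone. The members that did not pass were RBCS2B, with a log2 ratio of 0.03, and HY5, with -0.05, in the authors' deposited table. The largest rise was in CHS, from 21.2 to 156 FPKM, a log2 ratio of 2.88 in the authors' deposited table. RBCS1A rose from 3098 to 7519 FPKM, a log2 ratio of 1.28 in the authors' deposited table, and LHCB1.3 had the highest value of all entries in bri1-701, 18393 FPKM, against 11629 FPKM in Col-0. Removing the trend on GC content, exon length and level together lowered the list's median to 0.34, still at percentile 99.99. The trend was fitted with the list's members included, so the size of this fall does not measure a technical share. LHCB1.1, LHCB1.2 and LHCB1.3, LHCB2.1 and LHCB2.2, and RBCS2B and RBCS3B have near-identical copies in the list, so their single values are uncertain. CHS, LHCB1.3, LHCB3, LHCA4, PSBP1, RCA and PORC overlap antisense genes.

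The brassinosteroid biosynthesis list had a median of 0.27 over 10 members, at percentile 90.8, within the limits set. Of the members, 5 passed the threshold in the authors' deposited table, 4 higher and 1 lower, and adjusted over the list alone there were also 5. BR6OX2 rose from 52.9 to 211 FPKM and DWF4 from 23.1 to 58.6 FPKM, log2 ratios of 1.99 and 1.34 in the authors' deposited table. CPD rose by a log2 ratio of 0.77, at a locus shared with an antisense gene, while BR6OX1 had -0.69, from 6.35 to 3.94 FPKM, in the authors' deposited table. DWF5 also passed, with a log2 ratio of 0.41 in the authors' deposited table, from an entry that merged its locus with that of another gene.

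The brassinosteroid signalling list had a median of -0.17 over 9 tested members, at percentile 7.42, also within the limits. Of these, 4 passed the threshold in the authors' deposited table, all lower in bri1-701, and 4 also passed when adjusted over the list alone. These were BRL1, BRL2, BES1 and BZR1, with log2 ratios of -1.12, -0.68, -0.53 and -0.46 in the authors' deposited table. BES1 and BZR1 shared their loci with another entry and overlap antisense genes.

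The SWI/SNF remodeller list had a median of 0.05 over 14 members, at percentile 66.9, and 2 of them passed in the authors' deposited table, 1 higher and 1 lower, with the same count adjusted over the list alone. The sign of this median depended on the setting, with values of -0.00273 for the mean of the list and -0.00992 after removing the trend. BRM itself was at 27.8 FPKM in Col-0 and 28.9 FPKM in bri1-701, a log2 ratio of 0.05 with a q-value of 0.791 in the authors' deposited table. BRM shared its locus with another entry and overlaps an antisense gene. The reference gene list, of 9 genes commonly used as stable controls, had a median of 0.12 at percentile 52.8. Of these, 2 passed in the authors' deposited table, GAPC2 higher and ACT2 lower, and 2 also passed when adjusted over the list alone. Its sign too depended on the setting, with -0.00411 for the mean of the list and -0.0100 after removing the trend.

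**Figure D3:**
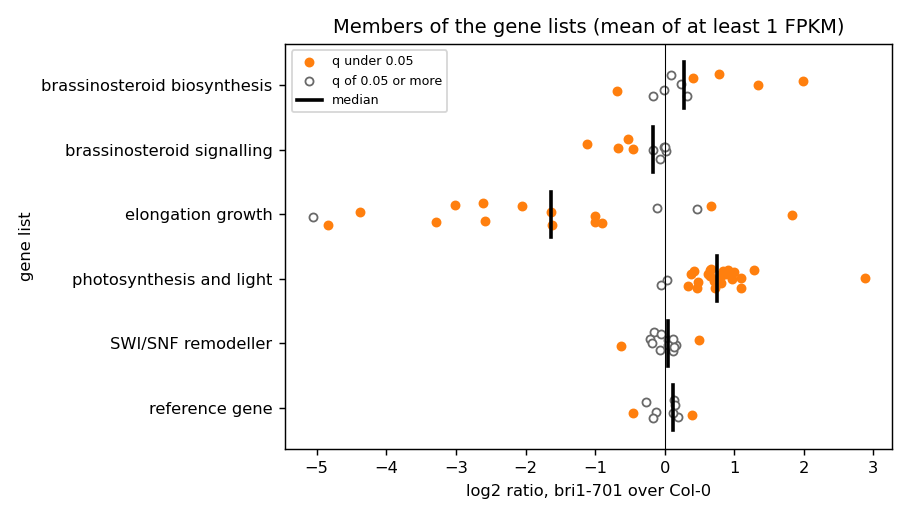
Log2 ratio of bri1-701 over Col-0 for the tested members of the 6 gene lists with a mean of at least 1 FPKM, filled where the q-value in the authors' deposited table was under 0.05, with the list's median as a vertical bar. The medians were -1.63 for elongation growth and 0.75 for photosynthesis and light, while the SWI/SNF remodeller and reference gene medians were 0.05 and 0.12 and changed sign under 2 of their alternatives.

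**Figure D4:**
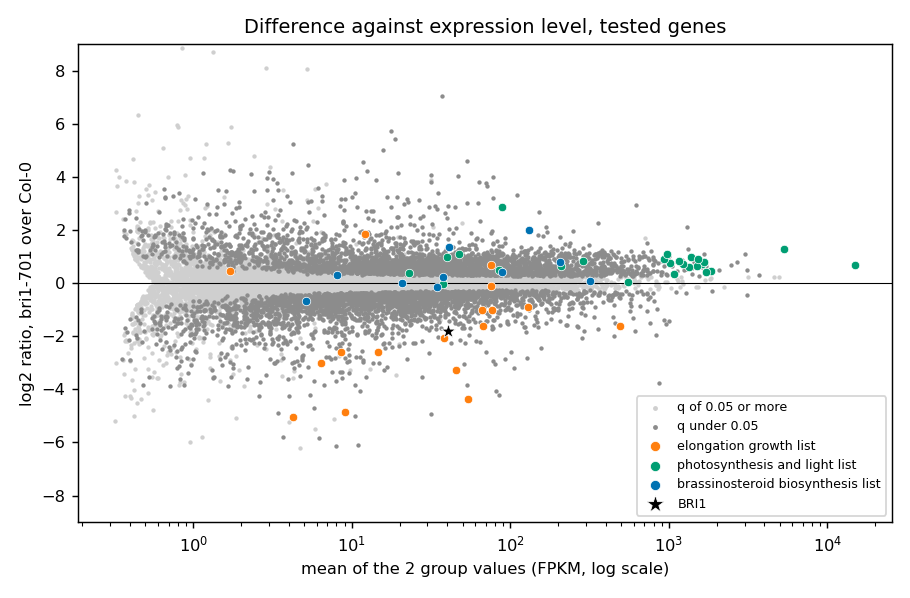
Log2 ratio of bri1-701 over Col-0 against the mean of both group values in FPKM (log axis) for tested genes above 0 in both groups, 1 of which lies outside the axis. Dark grey points had a q-value under 0.05 in the authors' deposited table, coloured points are members of 3 of the lists, and the star is BRI1 at -1.79.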

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

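No paired analysis was possible because the groups share replicate numbers in the labels but the table held only 1 pooled value per group. For the same reason, fits without each replicate, with a replicate block, with DESeq2 or with another pseudocount in the test could not be run, and other splits of the samples were not possible.

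The count of 6067 entries past the threshold was 4483 at a q-value under 0.01 and 7070 under 0.1, with 56.5% and 55.0% of them higher in bri1-701. Asking for a 2-fold difference as well gave 1768 entries, 864 higher and 904 lower, so 48.9% rather than 55.2% were higher. A Bonferroni adjustment gave 0 entries, 0 higher and 0 lower, by its construction: the smallest deposited p-value multiplied by the 19185 tests was 0.959, so no entry could pass, while 7513 had an unadjusted p-value under 0.05. Requiring 1 FPKM in a group gave 6013, of which 5970 were among the 6067, and requiring 5 FPKM gave 5234. Restriction to entries with 1 code gave 5609 and to unshared loci 5043, both chosen after seeing the data.

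The medians of the biosynthesis, signalling, elongation growth and photosynthesis lists kept their direction and their side of the limits under all alternatives that were run. The elongation growth list stayed at percentile 0 in each, with values from -1.87 to -1.63. The photosynthesis and light list stayed at percentile 99.84 or above, with values from 0.34 after trend removal to 0.80 at unshared loci. The SWI/SNF remodeller median of 0.05 became -0.00273 when the mean was used and -0.00992 after trend removal. The reference gene median of 0.12 became -0.00411 with the mean and -0.0100 after trend removal. The cause was not tested, and all of these values lay within the limits of the random lists. Among the alternative values, 78 were classed as unchanged, 6 moved, which are the counts under the 2-fold and Bonferroni settings, and 4 reversed. Unchanged meant the same direction and side of the limits for a list, and the same direction for BRI1. For a count it meant staying within a fixed fold of the main count. Some could not change by construction, such as the total count after centring or after repeating the Benjamini-Hochberg adjustment.

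The depth limits results near 0 FPKM. No member of the 6 lists that entered a median was at or below 3 fragments in either group on the assumed scale.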

Other observations

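The tests of copies, of composition, of zeros, of shared loci and of large changes without a call, the trend removal and the groups by symbol prefix were chosen after their results or closely related values had been seen. For the fixed lists, the members' values were known when trend removal was chosen, but not the corrected medians. The other tests were written before the values they measure were read, although the early stimulus and seed storage patterns were noticed in the genes with the largest changes. All describe 1 pooled value per group, so none was set against a spread between libraries, and the p-values across entries are descriptive.

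For the fixed lists, the low elongation growth median remained at -1.87 (percentile 0) after the trend on GC content, exon length and level was removed, which argues against that trend as the whole cause. A larger share taken by a few abundant genes in bri1-701 would lower the other genes alike, but the list's median differed by -1.68 from that of random lists matched on mean expression (percentile 0). The high photosynthesis and light median was 0.34 after trend removal, still at percentile 99.99, and 0.70 (percentile 99.84) without near-identical copies. The genotype stays open as an explanation for both, untested with replicates.

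The genes were also grouped by shared symbol prefix, which gave 147 groups with at least 8 members each. Of these, 30 had a median in the outermost 0.5% of matched random lists at either end. The number for groups of independently drawn genes is 1.47. Whether the genes of a group vary together was not tested, and 1.47 is not a chance rate for groups that do. The size of the excess over chance is therefore not known. The groups overlap the fixed lists in part, and the ERF and JAZ groups share members with the early stimulus list. SAUR genes had a median of -3.00 with 14 of 15 members lower, and FLA genes -1.27 with 14 of 15 lower. Other groups were mixed, such as XTH genes, with 11 of 24 higher and 13 lower. PTAC genes had a median of 0.74 with 12 of 12 higher, and ERF genes 1.48 with 18 of 19 higher. No explanation was tested for these groups as such, and the tests of the early stimulus list cover some ERF and JAZ members.

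Several of the largest rises, such as WRKY40 and CML38, were in genes known to respond early to touch, cold or wounding. In a list of 28 other early stimulus genes, 27 were tested, 26 of them were higher in bri1-701, and the median log2 ratio was 1.89 (percentile 100). Of these, 23 passed the threshold as higher in the authors' deposited table and 1, WRKY11, as lower. The listed log2 ratio of ERF109, 14.59, rested on 0.0016 FPKM in Col-0 at a shared locus and did not pass. As ERF109 was the highest member, the size of its ratio had no bearing on the median. Its inclusion as a higher member did, and the median without it was not computed. Removing the trend left 1.74 (percentile 100). A general stress state could raise late cold and drought genes as well, but their median was -0.96 (percentile 0). That of heat shock genes was -0.67 (percentile 0.15). In the authors' deposited table, 8 of 12 tested late genes and 6 of 13 tested heat shock genes passed, all of them lower. Seed storage transcripts were lower in bri1-701 too, as described below. Whether these falls share a cause was not tested, so the late and heat shock lists cannot exclude a stress state. A brief stimulus shortly before harvest, stronger in bri1-701, is a candidate explanation. A lasting effect of the genotype on these genes remains open and untested, and the order of harvest is not in the labels. Of the list, 27 genes reached 1 FPKM in a group.

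Seed storage transcripts were lower in bri1-701. In a list of 15 such genes, chosen without those already seen, all 11 with a mean of at least 1 FPKM were lower, with a median of -2.46 (percentile 0). Of the 13 tested members, 6 passed the threshold in the authors' deposited table. The summed FPKM was 126 in Col-0 and 19.3 in bri1-701, with the highest Col-0 value in CRU3, at 34.8 FPKM against 3.12 FPKM in bri1-701. CRU3 did not pass, with a q-value of 0.384 in the authors' deposited table. More seed RNA remaining in the Col-0 samples, for example from ungerminated seeds, may account for this. The members fell unequally, from -6.20 in SESA4 to -0.05 in PER1, and a difference in developmental timing between the genotypes remains open. Of the 15 genes, 13 reached 1 FPKM in a group, and none was in another list.

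A mutant line can carry linked differences around the mutated gene. Of 296 tested genes within 1 Mb of BRI1, 97 (32.8%) passed the threshold. The shares in 50 other windows of 2 Mb ranged from 25.4% to 40.6% with a median of 32.1%, so no excess was seen there. Since 31.6% of all tested entries passed, a few linked differences would not show in this share, and they are not excluded.

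The authors' test appears less sensitive at shared loci. Lower expression there was argued against, since the share past the threshold was lower in 10 of 10 groups by mean FPKM. Smaller differences were argued against as the whole cause, since among entries 2 to 4-fold apart at 5 FPKM or more, 87.7% of 187 passed at shared loci and 99.5% of 646 at loci of their own. How the authors' program divides reads between such entries may be the cause, and was not tested. Entries at 0 in one group and at 1 FPKM or more in the other showed it most: 0% of 14 passed at shared loci and 96.4% of 28 at loci of their own (two-sided Fisher's exact test across entries, p = 2.84e-10), with median values of 2.25 and 2.28 FPKM in the other group. Failed estimates at shared loci are a candidate explanation.

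Some of the largest fold changes were not called. Of 75 entries above 0 in both groups and at least 16-fold apart, 40 did not pass. At loci of their own, with a higher value of 1 to 10 FPKM, 34.6% of 26 such entries passed, against 96.3% of 27 entries listed at 0 in one group (two-sided Fisher's exact test across entries, p = 1.40e-06), although their median higher value was 3.33 against 2.12 FPKM. The authors' test may treat a value of exactly 0 differently from one just above 0. SAUR15 and SESA4 are among the strongly lower genes that did not pass, so a count of calls can miss such genes.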
